A study of Homo sapiens with 3 samples. Its data were reported in "SOX4-STAT6-MTHFD2 axis drives hepatocellular carcinoma progression and treatment resistance" (2026).

How the data were processed

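Binding of SOX4 and STAT6 was profiled in Hep3B, an established human hepatocellular carcinoma cell line. Per the labels, 3 libraries were made, one with an antibody against SOX4, one with an antibody against STAT6 and one with IgG, a non-specific antibody that serves as the background. The study's methods state that chromatin was cut with CUT&RUN, in which a protein A/G-micrococcal nuclease fusion is led to antibody-bound sites and releases the DNA around them, and that paired-end reads were processed by the authors in Partek Flow. Each group held 1 library, so no value below has a replicate check and no p-value was computed.

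The deposited files were the peak lists of the SOX4 and STAT6 libraries, each called by the authors with the IgG library as control, as the peak names state. No peak list of the IgG library was used here, and the read number of each library is unknown, so that differences in depth between the libraries could not be weighed. For each peak the authors deposited the start, end and summit, the fold enrichment over IgG (a ratio), the −log10 p and −log10 q and a display score. The score was a whole-number form of the −log10 q and was not used. The lowest −log10 q values deposited were 1.31 for SOX4 and 1.35 for STAT6. The aligner, the peak caller's version, its threshold and the treatment of reads with several matching positions were not stated. Fold enrichment and q were used only to describe, rank or filter peaks within their own list. Positions are given 1-based, as a genome browser shows them.

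The genome build was not named. Gene names came from a RefSeq gene table of assembly GRCh38.p14 with 59716 placed genes, of which 20050 were protein-coding. The table holds the 2 ends of each gene but neither strand, exons nor sequence, and none of its coordinates are printed. Whether the peaks fit this assembly was checked by shifting them in steps of 100 kb up to 2.5 Mb to each side, 50 shifts in all. Of the STAT6 summits, 66.2% lay inside a protein-coding gene without a shift, against at most 48.0% over the shifts. For SOX4 the same share, 38.4%, lay below the range over the shifts of 40.4% to 44.4%, so it did not settle the build. The pseudogenes of HNRNPA1 did, since 64 of 75 overlapped a SOX4 peak without a shift and at most 1 did with one. This set was chosen after the peaks had been seen.

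Peaks of the 2 lists were called shared when they overlapped by at least 1 bp. The observed overlap was set beside 1000 random placements of the STAT6 peaks with the same widths on the same chromosomes. The largest position among peaks and table genes was taken as the length of a chromosome, and assembly gaps were not excluded. Shares of peaks are given with Wilson 95% intervals, which cover counting error over peaks only and describe these libraries. The ratio of the median fold enrichment of shared to other SOX4 peaks has a 95% interval from 2000 bootstrap resamples of peaks. The overlap procedure was tested on simulated data, with 300 overlaps planted among 1078 simulated STAT6 peaks, and it found 300.

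Several planned measurements were not run or were changed. The shares of summits in exons, the shares of peaks with a SOX4 or STAT6 motif and the overlap of peaks outside exons need exons or sequence and were not analysed here. The planned promoter share needs the strand of each gene. It was replaced by the share of summits within 1000 bp of either end of an annotated gene, a measure that counts the 3′ ends of genes too. The share of summits inside a gene was added. For MTHFD2 the window of the promoter was laid around the end of the gene with the lower coordinate.

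The genes and peaks named were fixed before the data were examined: MTHFD2, SLC19A1, TYMS, STAT6, SOX4 and TNFSF11, each with its nearest peak in each list (the one with the highest fold where several overlap the gene), the 5 peaks of each list with the highest fold enrichment, and the 5 overlapping pairs with the lowest product of their ranks by fold enrichment. A further gene of this rule is not reported here. Alternatives fixed at the same time were a −log10 q of at least 5, a fold enrichment of at least 5, merging of overlapping entries, chromosomes 1 to 22 and X alone, an overlap of at least 50% of both peaks, summits within 200 bp, a SOX4 list limited to its highest peaks, a margin of 3000 bp, any overlap of the peak with the window, and protein-coding genes alone. The gene sets used in the additional observations were written after the peak lists had been seen. These were 61 genes with known drug-response variants, 4 whole families of ion channels (33 genes) and 25 genes characteristic of liver cells, the first and the last set from general knowledge. A gene counted as holding a peak when a peak overlapped it or the 1000 bp on either side. Each set was compared with 10000 random sets of protein-coding genes matched on gene length in 10 classes. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.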

Results

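The data consisted of 2 peak lists from Hep3B hepatocellular carcinoma cells, one for a SOX4 antibody and one for a STAT6 antibody, each called against the IgG library. SOX4 and STAT6 are transcription factors, and the libraries addressed which genomic sites and genes they share. Each list came from 1 library without replicates. The number of reads behind each list is unknown, and the comparisons below are between these libraries.

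The SOX4 list held 4513 peaks and the STAT6 list held 1078. Among SOX4 peaks the median width was 891 bp, and the list covered 4.92 Mb. Among STAT6 peaks the median width was 576 bp, and the list covered 0.945 Mb. The fold enrichment over IgG given by the authors had a median of 5.88 in the SOX4 list, with quartiles of 3.83 and 12.3 and a maximum of 264. In the STAT6 list the median was 7.27, with quartiles of 4.26 and 11.1 and a maximum of 49.9. A fold enrichment below 2 was given to 1.62% of SOX4 peaks and to 8.44% of STAT6 peaks. No entry occurred more than once in either list. The number of SOX4 peaks changed most when a fold enrichment of at least 5 was required, which left 2653 SOX4 peaks and 737 STAT6 peaks.

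The STAT6 peaks were distributed less evenly over the chromosomes than the SOX4 peaks. Chromosome 1 held 14.0% of the STAT6 peaks, chromosome 19 held 12.8% and chromosome 7 held 11.7%. The SOX4 list had 8.33%, 4.72% and 6.58% of its peaks on these chromosomes. Conversely, chromosome 3 held 6.71% of the SOX4 peaks and 0.835% of the STAT6 peaks. In bins of 1 Mb, 56 bins with at least 5 STAT6 peaks together held 796 STAT6 peaks, or 73.8% of the list.

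**Figure D1:**
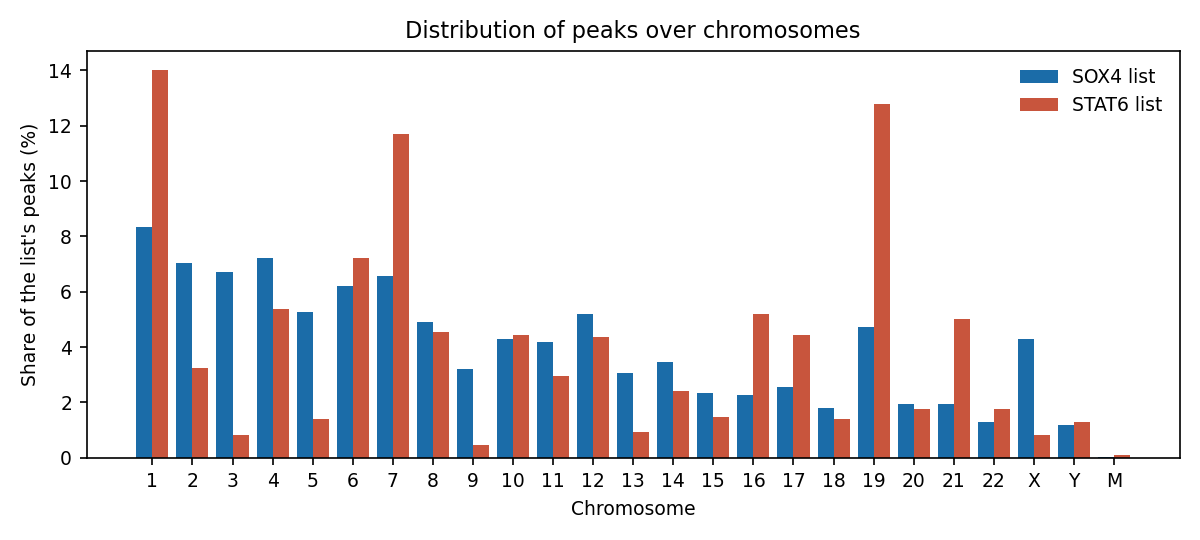
Share of each list's peaks in percent (vertical axis) on each chromosome (horizontal axis), for the SOX4 list (blue, 4513 peaks) and the STAT6 list (red, 1078 peaks). STAT6 peaks were concentrated on chromosomes 1, 7 and 19, which held 14.0%, 11.7% and 12.8% of them.

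To find the sites common to both factors, the lists were overlapped. Of the 1078 STAT6 peaks, 848 overlapped a SOX4 peak by at least 1 bp, a share of 78.7% (Wilson 95% interval 76.1% to 81.0%). When the STAT6 peaks were placed at random on their chromosomes, a mean of 0.475% overlapped a SOX4 peak, and the 1000 placements ranged from 0.0928% to 1.21%. Placement inside protein-coding genes gave a mean of 0.514%. The reverse share was smaller, since 640 of the 4513 SOX4 peaks overlapped a STAT6 peak (14.2%, Wilson 95% interval 13.2% to 15.2%). The lists formed 850 overlapping pairs. The median distance between the summits of a pair was 73 bp, and 62.7% of pairs had summits within 200 bp. The definition of overlap moved the share of STAT6 peaks most, and 15.3% remained when at least 50% of both peaks had to be covered.

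**Figure D2:**
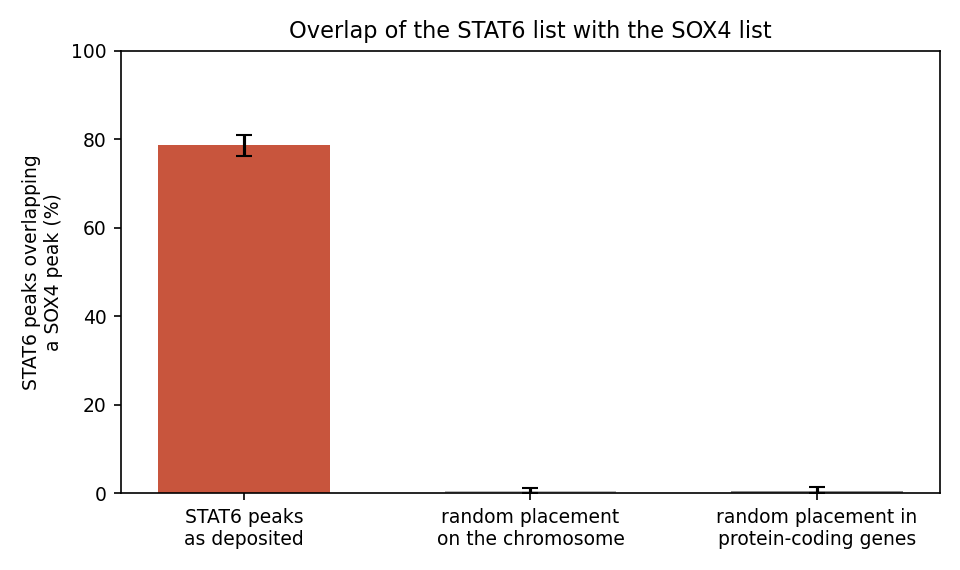
Percent of the 1078 STAT6 peaks that overlapped a SOX4 peak by at least 1 bp (vertical axis), as deposited and after random placement. The error bar of the first bar is the Wilson 95% interval (76.1% to 81.0%) and those of the random placements are the lowest and highest of 1000 placements, with means of 0.475% and 0.514%.

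Shared SOX4 peaks had a higher fold enrichment than the other SOX4 peaks. The median was 95.5 for the 640 shared peaks and 5.22 for the 3873 others, a ratio of 18.3 (bootstrap 95% interval 17.2 to 19.1). The fold enrichments of the SOX4 list had a second, higher mode. A fold enrichment of at least 50 was given to 586 SOX4 peaks, and 564 of them (96.2%) overlapped a STAT6 peak. In the STAT6 list the median was 8.54 for shared peaks and 2.40 for the 230 STAT6 peaks without a SOX4 peak. Both lists were called against the same IgG library, so the overlap and the fold enrichments at a site are not independent between the lists, and the part due to the shared control was not measured. The ratio in the SOX4 list was 16.9 when sharing was defined by summits within 200 bp.

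**Figure D3:**
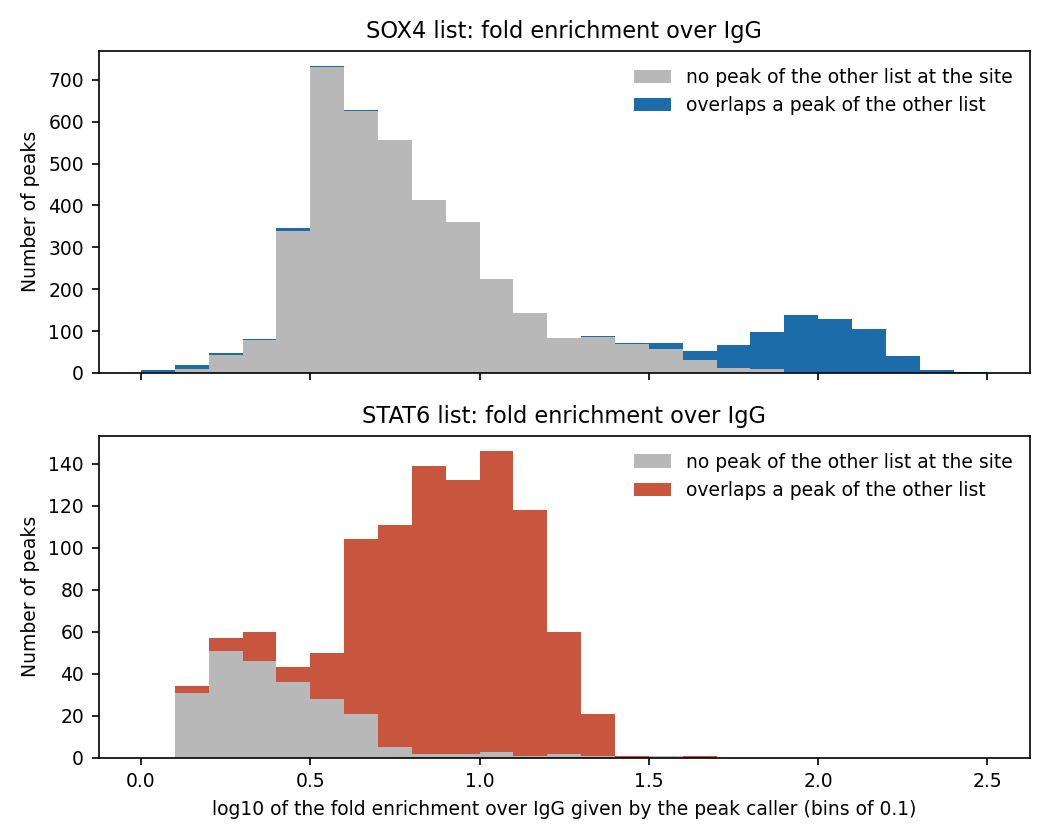
Number of peaks (vertical axis) by the log10 of the fold enrichment over IgG (horizontal axis), for the SOX4 list (top) and the STAT6 list (bottom), with peaks that overlapped the other list in colour and the rest in grey, stacked. Shared SOX4 peaks had a median fold of 95.5, and most of them formed a high-fold group. A smaller part lay below a log10 fold of 0.7, including the MTHFD2 peak with a fold enrichment of 4.37. No shared SOX4 peak lay between 0.7 and 1.3. SOX4 peaks without a STAT6 peak had a median of 5.22, and some of them lay within the range of the high-fold group.

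To locate the peaks relative to genes, summits were compared with the ends and bodies of genes in assembly GRCh38.p14. Of the SOX4 summits, 14.1% lay within 1000 bp of either end of a gene (Wilson 95% interval 13.1% to 15.1%), against a mean of 6.38% for random positions. Of the STAT6 summits, 23.1% did (Wilson 95% interval 20.7% to 25.7%), against 7.48% for random positions. These shares moved most with the choice of genes and margin, and with protein-coding genes alone they were 5.36% for SOX4 and 14.2% for STAT6. Inside annotated genes lay 54.2% of SOX4 summits (Wilson 95% interval 52.7% to 55.6%), within the range of 52.9% to 57.6% over random positions. For STAT6 the share was 77.2% (Wilson 95% interval 74.6% to 79.6%), above the range of 51.2% to 61.2%. Whether the summits lay in exons or introns was not analysed here.

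MTHFD2, the folate-pathway enzyme at the centre of the study, held 1 peak in each list. The SOX4 peak lay on chromosome 2 from 74197862 to 74198762 with its summit at 74198366. Its fold enrichment was 4.37 and its −log10 q was 26.2, which placed it at rank 2951 of the 4513 SOX4 peaks by fold enrichment. The STAT6 peak lay from 74197980 to 74198762 with its summit at 74198404. Its fold enrichment was 15.4 and its −log10 q was 112, which placed it at rank 102 of the 1078 STAT6 peaks. The summits were 38 bp apart, and both peaks spanned the end of the gene with the lower coordinate. The 2 peaks ended at the same base, a property found in 2 of the 850 overlapping pairs.

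A pair of other folate genes had several peaks each. SLC19A1, the folate transporter on chromosome 21, overlapped 6 SOX4 and 7 STAT6 peaks. Its highest SOX4 peak, from 45535361 to 45538702, had a fold enrichment of 250, rank 2 in the SOX4 list. Its highest STAT6 peak, from 45512414 to 45516874, had a fold enrichment of 21.4, rank 15. TYMS on chromosome 18 overlapped 3 SOX4 and 6 STAT6 peaks. Its SOX4 peak from 656730 to 660448 had a fold enrichment of 232, rank 3, and its STAT6 peak from 657051 to 658264 had one of 18.9, rank 36. At these 2 genes the peaks were not limited to a gene end. Both are among 61 drug-response genes, of which 38 held a peak in both lists. SOX4 peaks covered 64.0% of the body of TYMS and none of the equally long stretches that began 5000 bp beyond its ends.

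**Figure D4:**
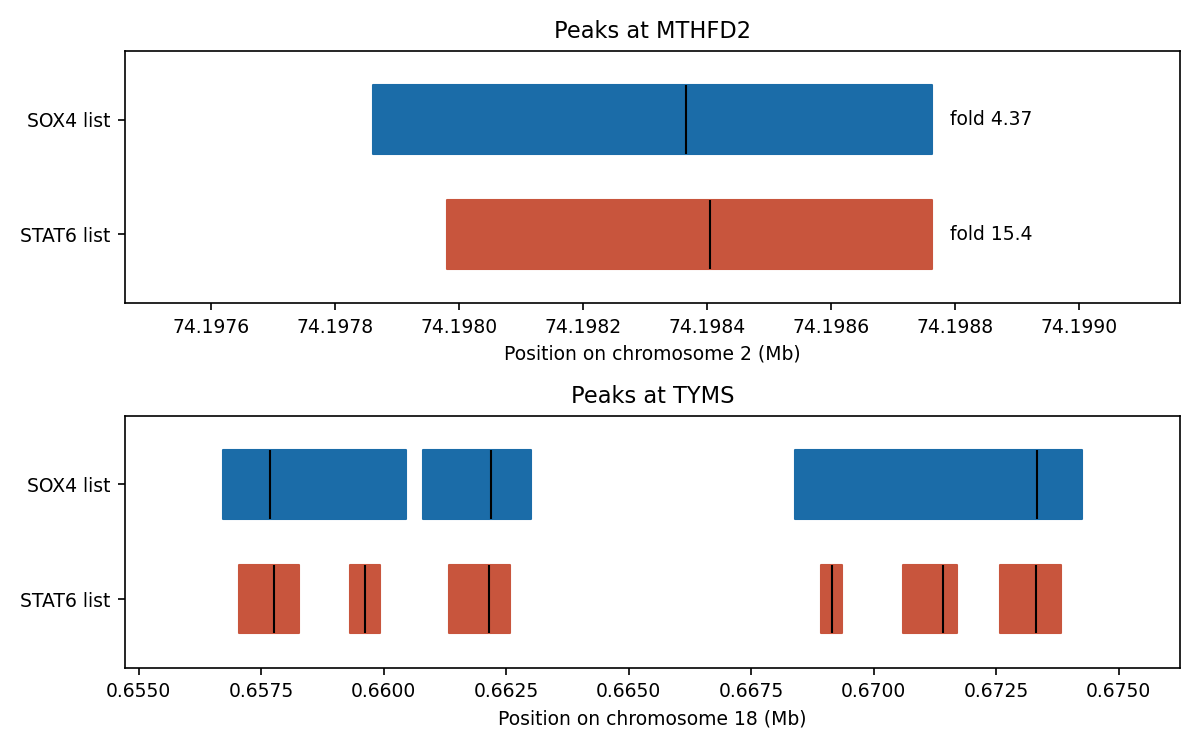
Peaks of the SOX4 list (blue) and the STAT6 list (red) at MTHFD2 on chromosome 2 and TYMS on chromosome 18, with position in Mb on the horizontal axis, bars drawn from peak start to peak end and summits as black lines. At MTHFD2 a single peak of each list ended at the same base, whereas TYMS held 3 SOX4 and 6 STAT6 peaks.

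Peaks at the genes of the factors themselves were also examined. No peak of either list lay within 1000 bp of STAT6 on chromosome 12. The nearest SOX4 peak, from 56945918 to 56946657, was 149 kb away with a fold enrichment of 4.74, and the nearest STAT6 peak was 1195 kb away. SOX4 on chromosome 6 held no peak of the SOX4 list, whose nearest peak was 548 kb away. It held 2 peaks of the STAT6 list, and the peak from 21594533 to 21595395 had a fold enrichment of 9.68, rank 363. TNFSF11 on chromosome 13 held no peak in either list, with the nearest SOX4 peak 437 kb away and the nearest STAT6 peak 2671 kb away.

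The SOX4 peaks with the highest fold enrichment lay at SULT1A1 (264, chromosome 16 from 28604038 to 28610840), SLC19A1 and TYMS as above, ADRB1 (218, chromosome 10 from 114043097 to 114047653) and CES1 (217, chromosome 16 from 55809756 to 55811801). All 5 overlapped a STAT6 peak. The highest STAT6 peak had a fold enrichment of 49.9 and spanned 24792 bp at CYP2D6 on chromosome 22, from 42121757 to 42146548. The next lay at the immunoglobulin heavy chain gene IGHG1 on chromosome 14 (39.5, from 105741469 to 105742225), and it was the only one of these 5 STAT6 peaks without a SOX4 peak. The others lay at ADRB1 (25.3), at TCL1A on chromosome 14 (24.7, from 95709735 to 95712968) and at CYP2F1 on chromosome 19 (24.3, from 41127609 to 41128582). By rank in both lists together, the first pair was at ADRB1 (rank 4 in the SOX4 list and 3 in the STAT6 list). A pair of STAT6 peaks within the SULT1A1 peak came next, followed by POMC on chromosome 2 (ranks 7 and 12) and a second CES1 site (ranks 8 and 12).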

Values the study reported

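The study reported that 5.5% of SOX4 peaks and 7.6% of STAT6 peaks lay in promoter regions. By combining the peaks with RNA sequencing of SOX4-null and STAT6-silenced Hep3B cells, it named 666 genes regulated by SOX4 and 95 regulated by STAT6, of which 86 were common. Among these 86 genes it reported enriched terms for the response to foreign compounds, drug handling and folate metabolism. From this the study proposes that SOX4 and STAT6 jointly regulate drug metabolism and folate balance. In the promoter of MTHFD2 it placed a putative SOX4 site at −181 to −174 and a putative STAT6 site at −152 to −140.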

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

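The alternatives for protein-coding neighbours, sparse bins, drug-response and channel genes, random placement inside genes and the share inside genes were chosen after the data had been seen, and the others before. Over 13 results, 37 alternatives were run. Of these, 13 stayed within the interval or the factor of 1.5 set for them and 24 moved. A reversal of direction was not scored. In every alternative run, the overlap of STAT6 with SOX4 peaks stayed above the 1.21% reached by random placement of all STAT6 peaks.

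The share of STAT6 peaks overlapping a SOX4 peak, 78.7% as reported, was 15.3% with an overlap of at least 50% of both peaks, 49.4% with summits within 200 bp, 84.2% with a −log10 q of at least 5 in both lists and 75.4% with the SOX4 list limited to its 1078 highest peaks. It was 66.0% in bins of 1 Mb with fewer than 5 STAT6 peaks, 92.2% with a protein-coding gene within 500 kb and 63.3% outside the drug-response and channel genes. The cause of these changes was not tested.

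Summits within reach of a gene end made up 23.4% of SOX4 and 37.2% of STAT6 peaks at a margin of 3000 bp, 16.9% and 27.8% when any overlap of the peak counted, and 5.36% and 14.2% with protein-coding genes alone, changes that follow from wider or fewer windows. With a −log10 q of at least 5 the SOX4 share was 15.8%. Summits inside a gene made up 38.4% of SOX4 and 66.2% of STAT6 peaks with protein-coding genes alone, and 57.5% and 82.4% with a −log10 q of at least 5. The cause of the changes with q was not tested.

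A fold enrichment of at least 5 left 2653 SOX4 peaks. The ratio of shared to other SOX4 peaks was 16.9 with summits within 200 bp and 82.1 when medians of −log10 q replaced fold enrichment, which is another scale. The count of drug-response genes with a peak in both lists and the peak counts after merging did not change. At MTHFD2 a margin of 3000 bp, which can only add peaks, added none. The SOX4 peak there, with a fold enrichment of 4.37, is among those that a minimum of 5 removes. The other peak counts moved by less than a factor of 1.5, to 3526 SOX4 and 905 STAT6 peaks with a −log10 q of at least 5 and to 737 STAT6 peaks with a fold enrichment of at least 5, while chromosomes 1 to 22 and X alone held 4458 and 1063. The random share was 0.514% with placement inside genes, within the range over placements, and the STAT6 share near gene ends was 24.3% with a −log10 q of at least 5, within its interval. The share of SOX4 peaks overlapping a STAT6 peak was 3.66% with an overlap of at least 50% of both peaks, 16.4% with a −log10 q of at least 5 and 7.80% outside the drug-response and channel genes. The exon and motif shares and the overlap outside exons were not run. No paired analysis was possible because each antibody had 1 library. With 1 library each and unknown depth, the difference between 4513 and 1078 peaks cannot be assigned to the factors.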

Other observations

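The tests of hypotheses in this part were chosen after the result was seen. For regions that attract reads in any library the explanation was fixed before the data were examined, and the setting that tests it afterwards. The lists of genes were written from general knowledge after the peaks were seen. They cannot establish an explanation, and a low count in them is weak evidence against one.

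Peaks shared by both lists were concentrated in genes known for drug-response variants. Of 20037 protein-coding genes on the nuclear chromosomes, 206 (1.03%) held a peak in both lists. Of the 61 drug-response genes, 38 did (62.3%, Wilson 95% interval 49.7% to 73.4%). Random sets matched on gene length held 0.647 such genes on average and at most 5 over 10000 sets. Several peaks often lay along a gene body, such as 30 SOX4 and 54 STAT6 peaks at RYR1, 22 and 29 at ABCB1 and 14 and 27 at CACNA1S. SOX4 peaks covered on average 35.4% of the bodies of the 61 genes and 3.69% of equally long flanks beginning 5000 bp beyond their ends. Of 33 genes in 4 families of acid-sensing, purinergic, vanilloid-type and two-pore potassium channels, 15 held a peak in both lists. Together these 94 genes make up 0.232% of the sequence, and they held 41.9% of all STAT6 peaks and 53.3% of the shared STAT6 peaks. Of all SOX4 peaks they held 7.42%, and of the shared SOX4 peaks 49.1%.

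Some explanations of this pattern are argued against. Gene length alone would favour the longest genes, but 3 of the 100 longest protein-coding genes held a peak in both lists. Copy-number gain of whole segments would cover the flanks like the genes, and the flanks were covered to 3.69%. For open or active chromatin of liver cells, 1 of 25 genes characteristic of liver cells (FGA) held a peak in both lists, within the range of length-matched sets, which reached 4. This shows no concentration in these 25 genes. The set was written with the peaks known, and open chromatin of Hep3B cells was not analysed here. The count therefore does not decide whether open chromatin at the drug-response genes plays a part. The drug-response set shares 0 genes with this liver set, although it includes enzymes that liver cells make. A candidate explanation that stays open is DNA from a library enriched for drug-response genes, such as a targeted capture panel, mixed into both antibody libraries but less into IgG. The 38 genes with a peak in both lists are what it would give, but the list was written with the peaks known, and neither reads nor the IgG signal were analysed here, so it cannot be told apart from binding at these genes. The point bears on folate and drug-metabolism genes as a class, since SLC19A1 and TYMS belong to the set. The MTHFD2 peaks do not show this pattern of several peaks along the gene.

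The overlap of the lists was not limited to genes of this kind. Of the 193 STAT6 peaks with no protein-coding gene within 500 kb, 32 were shared, or 16.6%. Random placement of these peaks gave at most 1.55% over their whole chromosomes and at most 1.04% within the stretches equally far from genes. The 193 peaks had a median fold enrichment of 2.45, against 8.54 for all shared STAT6 peaks, and 12 of them reached 5. Random placement takes no account of repeats, so this share does not show that both factors bind there. Nearer to genes the extent of the overlap beyond this class is open. Outside the drug-response and channel genes, 63.3% of the 626 remaining STAT6 peaks were shared, against at most 1.44% of random placements. The remainder still holds peaks of both lists at related genes that the sets leave out, such as TRPA1, CES1, CYP3A7 and CYP2F1, so 63.3% does not measure the overlap outside the class. The overlap did not rest on a few chromosome segments dense in peaks, since in 1-Mb bins with fewer than 5 STAT6 peaks 66.0% were shared, against at most 2.48% of random placements. Regions that attract reads in any library may still contribute. Of STAT6 peaks with a protein-coding gene within 500 kb, 92.2% were shared, but repeats and open chromatin could not be tested without sequence or the IgG peaks. STAT6 peaks without a SOX4 peak were often far from genes, and 161 of these 230 had no protein-coding gene within 500 kb.

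The MTHFD2 peaks of both lists ended at the same base, although the median distance between the ends of overlapping peaks was 546 bp. Only 2 of the 850 overlapping pairs ended at one base, the other at a site on chromosome 13 with no annotated gene, and 0 pairs started at one base. The base lies as far beyond the end of the gene with the lower coordinate as the downstream border of the reporter construct that the study describes lies beyond its transcription start. A candidate explanation is DNA of a cloned MTHFD2 promoter fragment in both libraries. The 2 pairs include the MTHFD2 pair itself, so their count shows that a common end is rare and does not test this source. The starts of the peaks differed by 118 bp, and neither coincided with the upstream border of a construct that the study describes, although its series of deletion constructs can differ upstream and end alike. The explanation cannot be told apart from a nucleosome or another fixed cutting boundary at this base without the reads. The study has other evidence at this promoter. It reported ChIP-qPCR signal for SOX4 and STAT6 that was lower in SOX4-null cells. It also reported less reporter activity when either putative site was mutated, and less MTHFD2 after knockdown of SOX4 or STAT6. Those experiments were not analysed here.

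SOX4 peaks were found at 64 of 75 HNRNPA1 pseudogenes on 19 chromosomes. This share of 85.3% (Wilson 95% interval 75.6% to 91.6%) compares with 1.43% of 16757 other pseudogenes outside the HNRNPA1 and HNRNPA3 families. The parent gene HNRNPA1 also held a SOX4 peak, with a fold enrichment of 33.4, and a STAT6 peak. STAT6 peaks lay at 4 of the 75. A candidate explanation is sequence similarity to one enriched gene, whose reads match its copies. The share of 85.3% is the pattern itself and does not test it, so it cannot be told apart from binding at each copy, and read alignments were not analysed here.

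Among high-fold STAT6 peaks without a SOX4 peak, the 12 highest lay at IGHG1, EEF1A1, HBB, IGHV3-23, IGKV1D-39, IGHG2, UBB, IGKV1-39, SOX4 (2 peaks), FTL and a site on chromosome X with no annotated gene. Of these, 5 lay in immunoglobulin segments, and the SOX4 list had 0 peaks in such segments. DNA of recombinant constructs, in which promoters and antibody genes of this kind are used, might be a source. The 5 peaks were picked for their height, so this cannot be told apart from other origins, and no biological explanation was tested.

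The share of summits within 1000 bp of a gene end was 14.1% for SOX4 and 23.1% for STAT6. Both are higher than the promoter shares quoted from the study above, whose window was not stated and which may count fewer gene ends. With protein-coding genes alone the shares were 5.36% and 14.2%.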
